A study of Mus musculus with 6 samples.

How the data were processed

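The study's 6 RNA-seq libraries from 1 cell line were compared, 3 from cultures exposed to AA147 and 3 from cultures given vehicle, all collected after 16 h. Per the labels' protocols, total RNA was extracted with a column kit and sequenced as non-stranded mRNA libraries. The aligner, read counter, genome build, gene annotation, read filters and statistical model are not named in the labels.

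The values come from a single gene-level comparison made by the authors, called the authors' deposited table below. It holds 1 line per gene and no value for any single library, so none of the 6 libraries was analysed here on its own. Per the file headers, the columns are those that DESeq2 writes. The authors deposited for each gene a mean normalized count over the libraries, which is a signal on the scale of an average library and not a whole number of reads. The authors deposited a log2 fold change between the groups with its standard error, and a score, the test statistic, which equalled the log2 fold change divided by its standard error with a largest difference of 3.06e-07. The authors deposited a p-value and an adjusted p-value. The adjusted p-values equalled a Benjamini-Hochberg adjustment over the 13597 genes that had one. The other 2875 genes, 17.5% of the table, had no adjusted p, and every one of them had a mean of at most 8.41. These stayed without a call.

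The header does not say which group is the numerator of the fold change. Fold changes are therefore given as positive or negative. They are read as AA147 over vehicle, and every direction is conditional on that reading.

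Gene symbols were used as deposited. Of the 16472 names, 14151 matched a symbol and 722 an older symbol of the RefSeq gene table for mouse assembly GRCm38.p6, and 1599 matched neither. A set of 23 names consisted of digits only, as left by spreadsheet conversion of gene symbols to dates, and these genes were not named. No coordinates are given because the build of the counts is unknown, and the RefSeq table served only for names and for the order of neighbouring genes. Transcript length and GC content came from the canonical transcripts of GENCODE release M39 for mouse assembly GRCm39, and were known for 86.2% of the genes and for 95.1% of the 10633 genes with a mean of at least 100.

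No test between libraries could be run from 1 line per gene. The count of genes with an adjusted p under 0.05 in the authors' deposited table, by sign, was the planned result for such a table. A set of 9 gene lists was fixed before the data were examined, from general knowledge of each pathway: targets of the stress regulators ATF6, XBP1s and NRF2, the integrated stress response, the heat shock response, cholesterol synthesis, targets of the aryl hydrocarbon receptor (AhR), the cell cycle and reference genes. For each list, the median log2 fold change was placed among 10000 random lists of the same size, drawn from 20 classes of mean expression to match the list. A list was taken as standing apart when its median lay outside the central 95% of the random lists. This describes these libraries and is no test across replicates, since genes are not independent. Calls in a list were counted over all genes and adjusted over the list alone. The genes named in the text were the members of the lists, the 10 genes with the largest positive and the 10 with the largest negative fold change among genes with an adjusted p under 0.05 and a mean of at least 100, and the 5 with the smallest adjusted p in each direction. Any other gene named was chosen after its values were seen. Single values of the reference genes are not all reported here.

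The alternatives to the count of calls were an adjusted p under 0.01, an added fold limit, other p-value adjustments and limits on the mean. The alternatives for the lists were unmatched random lists, the list mean in place of the median, and members with a mean of at least 100. Centring, subtraction of a trend on length, GC content and expression, a rescaled statistic and a null interval were added after the data were seen. The trend was a robust regression with quadratic terms over 10109 genes with a known length and a mean of at least 100. Copies of ribosomal protein genes in the genome were counted with minimap2 2.31 and BLAST 2.17.0, which also gave the identity between paralogs. The computations used Python 3.11.15, pandas 2.3.3, SciPy 1.17.1 and statsmodels 0.14.6.

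The code for calls and lists was tested on simulated data. With 200 genes given a log2 change of 1 and the authors' standard errors, 97.9% of the 143 changed genes with a mean of at least 100 were called. Of all calls, 2.55% were unchanged genes among the 13597 tested. Of 200 random lists of 15 genes, 4% fell outside the central 95%, and of 200 lists shifted by 0.3 on the log2 scale 100% lay above its upper limit.

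The depth of each library is unknown. The means summed to 30768012, which is the size of an average library after the authors' scaling. Precision is given by the authors' standard errors, whose median fell from 1.21 for the 3128 genes with a mean under 10 to 0.060 for the 465 genes with a mean of at least 10000. Because strand was not kept, reads of overlapping genes on opposite strands cannot be separated, and reads of near-identical paralogs depend on a counting rule that is not stated.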

Results

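HT22 is an immortalised mouse hippocampal cell line used as a model of neurons. AA147 is a small molecule known as an activator of the ATF6 arm of the unfolded protein response, the programme that cells start when proteins misfold in the endoplasmic reticulum, and of the oxidative stress regulator NRF2. HT22 cultures were exposed to AA147 or to its vehicle for 16 h, with 3 libraries per group and 6 in all, and their mRNA was sequenced. The comparison asks which transcripts differ between AA147 and vehicle, and whether the targets of these stress regulators are among them.

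The authors' deposited table listed 16472 genes, with mean normalized counts from 1.56 to 498235 and a median of 430. The 10 most abundant genes held 7.93% of the summed means in the authors' deposited table. The 13 protein-coding genes of the mitochondrial genome held 5.97% of that sum, with a median log2 fold change of -0.17. Values per library, and so the depth of each library and the spread between replicates, were not analysed here. The error of each fold change is the authors' standard error (SE). A positive fold change is read as higher with AA147, although the numerator is not named in the table.

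The authors' deposited table held 2741 genes with an adjusted p under 0.05, 20.2% of the 13597 genes that had one. Of these, 1230 had a positive and 1511 a negative fold change. Among the alternatives, a null interval of 0.5 on either side of no change, chosen after the data were seen, moved this count most and left 197 genes. An unadjusted p under 0.05 was listed for 4300 genes, where 823.6 would be found by chance. Most calls were small changes. The median absolute log2 fold change of the called genes was 0.35, and 1945 of them lay under 0.5. An absolute log2 fold change of at least 1 was reached by 107 positive and 148 negative calls, and one of at least 2 by 50 positive and 20 negative calls. Many of these were weakly expressed, since 32 positive and 63 negative calls of at least 1 had a mean of at least 100. The median log2 fold change of the 10633 genes with a mean of at least 100 was 0.01.

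The share of called genes rose with expression, and the standard error fell. Of the 3128 genes with a mean under 10 in the authors' deposited table, only 253 had an adjusted p, and 8 of these, 3.16%, were called. The share was 7.49% of genes with a mean from 10 to 100, where the median SE was 0.42. It was 18.1% from 100 to 1000, with a median SE of 0.13, and 27.3% from 1000 to 10000, with a median SE of 0.076. It reached 41.7% at a mean of 10000 or more. A change of 0.35 was thus within 1 median SE for genes with a mean under 100. Among the genes with no adjusted p, 144 had an unadjusted p under 0.05, where 143.75 would be found by chance.

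**Figure D1:**
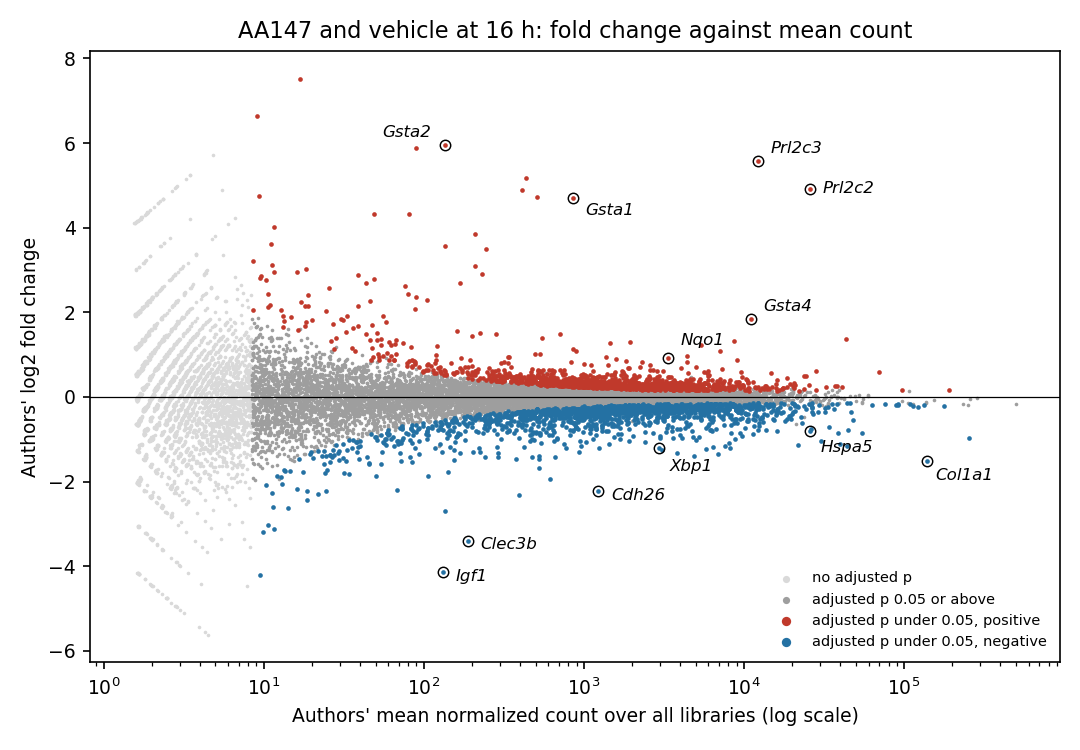
Each point is a gene of the authors' deposited table, with its mean normalized count over the 6 libraries on a log axis and its log2 fold change between AA147 and vehicle on the vertical axis. Coloured points are the 1230 positive and 1511 negative genes with an adjusted p under 0.05, light grey points had no adjusted p, and circles mark genes named in the text, from Gsta2 at 5.96 to Igf1 at -4.14.

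The positive end of the authors' deposited table was held largely by members of a pair of gene families, with 6 of the 10 largest fold changes. The largest positive fold change among called genes with a mean of at least 100 was that of Gsta2, a glutathione S-transferase, at 5.96 (SE 0.44, adjusted p 4.09e-39). Its mean of 136 normalized counts implies an average of 4.32 in the lower group if the fold change is taken at face value. In the authors' deposited table, the related Gsta1 had a fold change of 4.69 (SE 0.14, adjusted p 8.68e-250) and Gm3776 one of 4.72 (SE 0.18, adjusted p 2.48e-151). Gsta4, a more distant member, had a mean of 11088 and a smaller fold change of 1.84 (SE 0.071, adjusted p 1.24e-142) in the authors' deposited table. The proliferin genes Prl2c3 and Prl2c2 had fold changes of 5.57 (SE 0.086) and 4.91 (SE 0.094) in the authors' deposited table, with p-values listed at 0. Their means were 12259 and 25715 normalized counts. Prl2c5 followed at 4.90 (SE 0.23, adjusted p 6.16e-99). The transcripts of Prl2c2 and Prl2c3 were 99.5% identical and those of Gsta1 and Gsta2 97.1% identical, so the values of single members are uncertain. The remaining genes of the 10 in the authors' deposited table were Gm7040 at 5.17, Plb1 at 3.85, Lincenc1 at 3.56 and Serpinb9b at 3.49, with SEs from 0.20 to 0.35.

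The negative end began with Igf1, which encodes insulin-like growth factor 1, at -4.14 (SE 0.28, adjusted p 1.47e-45) in the authors' deposited table. Clec3b at -3.39, Calml4 at -2.70, Aoc3 at -2.32 and Cdh26 at -2.23 followed, and Ogn, Adm and Dhrs9 lay at -1.93, -1.87 and -1.77 in the authors' deposited table. Sned1 had a fold change of -1.69 with an SE of 0.37, which was 3.22 times the median SE of genes with a similar mean in the authors' deposited table (adjusted p 7.76e-05). The smallest adjusted p among negative genes belonged to the type I collagen gene Col1a1, with a mean of 139176 and a fold change of -1.52 (SE 0.066, adjusted p 6.32e-115). The next were Spp1 at -1.35 (adjusted p 3.95e-106), Efemp1 at -1.16 (adjusted p 1.48e-99), Bgn at -1.14 (adjusted p 1.03e-83) and Col3a1 at -1.11 (adjusted p 9.35e-82) in the authors' deposited table.

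The ATF6 list addressed the arm of the unfolded protein response that AA147 is known to activate. All 13 genes were in the authors' deposited table, with a median log2 fold change of -0.21, and 0.2% of random lists matched on expression had a lower median. Of these, 9 were called negative and 1 positive, over all genes and adjusted over the list alone. Herpud1 at -0.84 (SE 0.071, adjusted p 1.75e-29) and Hspa5, the chaperone BiP, at -0.80 (SE 0.061, adjusted p 9.89e-37) had the lowest values in the authors' deposited table. Pdia4 was the called positive member at 0.35 (SE 0.060, adjusted p 1.24e-07). The fold change of Hsp90b1 was -0.09 with an SE of 0.059, and was not called (adjusted p 0.295). If the table were vehicle over AA147, these signs would all be reversed.

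The XBP1s list, for the second arm of this response, had 12 genes in the authors' deposited table and a median of -0.14, with 2.16% of random lists lower. Calls were negative for 4 genes and positive for 0, and 6 and 0 adjusted over the list alone. This place near the limit did not hold with unmatched random lists, where 6.74% were lower. Xbp1 itself, chosen after its values were seen, had a fold change of -1.21 (SE 0.065, adjusted p 1.03e-75) in the authors' deposited table. The integrated stress response list had 13 of its 14 genes in the authors' deposited table and a median of -0.38, lower than every one of the 10000 random lists. Of these genes, 8 were called negative and 0 positive, and 9 and 1 adjusted over the list alone. Trib3 at -0.62, Psat1 at -0.51 and Atf4 at -0.51 were the lowest in the authors' deposited table, while Ddit3 lay at 0.07 (SE 0.118, adjusted p 0.765).

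The NRF2 list asked whether targets of the oxidative stress regulator differed. Its 26 genes had a median of 0.47 in the authors' deposited table, higher than every one of the 10000 random lists. Calls were positive for 19 genes and negative for 2, and 21 and 2 adjusted over the list alone. Besides Gsta4, the largest positive values in the authors' deposited table were those of Blvrb at 1.09 (SE 0.072), Nqo1 at 0.93 (SE 0.067) and Taldo1 at 0.88 (SE 0.057). Another 4 members had negative fold changes in the authors' deposited table, of which Tkt at -0.56 (adjusted p 4.69e-22) and Ephx1 at -0.42 (adjusted p 2.47e-13) were called, and Slc7a11 at -0.40 and Osgin1 at -0.21 were not. Hmox1 was called at 0.30 (SE 0.108, adjusted p 0.0272). Because NRF2 activation by the compound is one ground for reading positive values as AA147 over vehicle, the sign of this list is not independent of that reading.

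All 18 genes of the cholesterol synthesis list had negative fold changes in the authors' deposited table. Their median was -0.55, lower than every one of the 10000 random lists, and 17 were called, over all genes and over the list alone. Nsdhl at -0.80 (adjusted p 4.92e-38) and Sqle at -0.77 (adjusted p 5.72e-37) were the lowest in the authors' deposited table, and Stard4 at -0.19 (adjusted p 0.177) was not called. The cell cycle list of 19 genes had a median of 0.09, with 98.9% of random lists lower. Calls were positive for 7 genes and negative for 1, over all genes and over the list alone. Aurka at 0.33 and Plk1 at 0.31 were the highest in the authors' deposited table. The place of this list did not hold with unmatched random lists, of which 87.1% were lower.

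The heat shock list had 11 of 12 genes in the authors' deposited table and a median of 0.01, which 59% of random lists lay below. Of these, 5 were called positive and 0 negative, with Hspa4l at 0.56 (SE 0.074, adjusted p 1.82e-12) the highest. Hspa1a at 0.35 and Hspa1b at 0.28 in the authors' deposited table are near-identical genes, and their single values are uncertain. Only 2 of the 5 AhR targets were present, Cyp1b1 at -0.45 (adjusted p 3.14e-08) and Tiparp at 0.38 (adjusted p 1.88e-05) in the authors' deposited table, with 35.5% of random lists below their median of -0.04. Atf3, Hspb1, Cyp1a1, Cyp1a2 and Ahrr were not analysed here. The 12 reference genes had a median of -0.01 in the authors' deposited table, with 44.4% of random lists lower. Over all genes, 1 of them was called positive and 2 negative. Adjusted over the list alone, 2 were called in each direction.

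**Figure D2:**
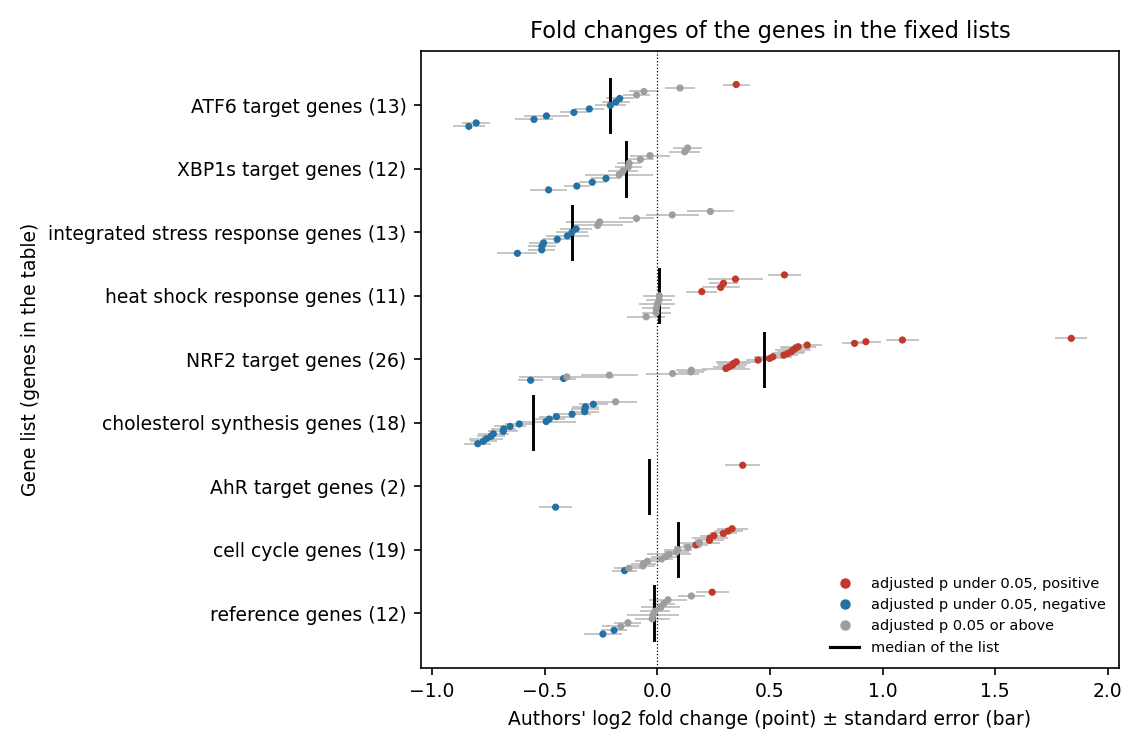
Each point is a gene of 1 of the 9 fixed lists, with its log2 fold change in the authors' deposited table on the horizontal axis and a bar of 1 standard error on either side, and black lines mark list medians. The NRF2 median lies at 0.47, and those of the cholesterol synthesis, integrated stress response and ATF6 lists at -0.55, -0.38 and -0.21.

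The standard errors were not set by expression alone. Among the 10633 genes with a mean of at least 100 in the authors' deposited table, 184 had an SE at least 1.5 times the median of genes with a similar mean. With genes divided into 10 equal classes by transcript length, they made up 14.1% of the longest class and 1.48% of the shortest, against at most 0.89% of any other class. Of these 184 genes, 8.7% were called, against 24.1% of the others. Among genes with an absolute log2 fold change of at least 0.3, the called share was 35.9% of 39 such genes and 82% of 1840 others. Among the named genes and list members, 7 had such an SE, and these were Gsta2, Gm7040, Prl2c2, Prl2c5, Gm3776, Mki67 and Sned1. Only Mki67 and Sned1 had long transcripts, of 10270 and 9152 bases. The implied averages in the lower group were 4.32 for Gsta2, 23.6 for Gm7040, 26.6 for Prl2c5 and 37.2 for Gm3776, against 1656 for Prl2c2. For the first 4 the SE may thus reflect few counts in 1 group, which a comparison at a similar overall mean does not take into account.

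**Figure D3:**
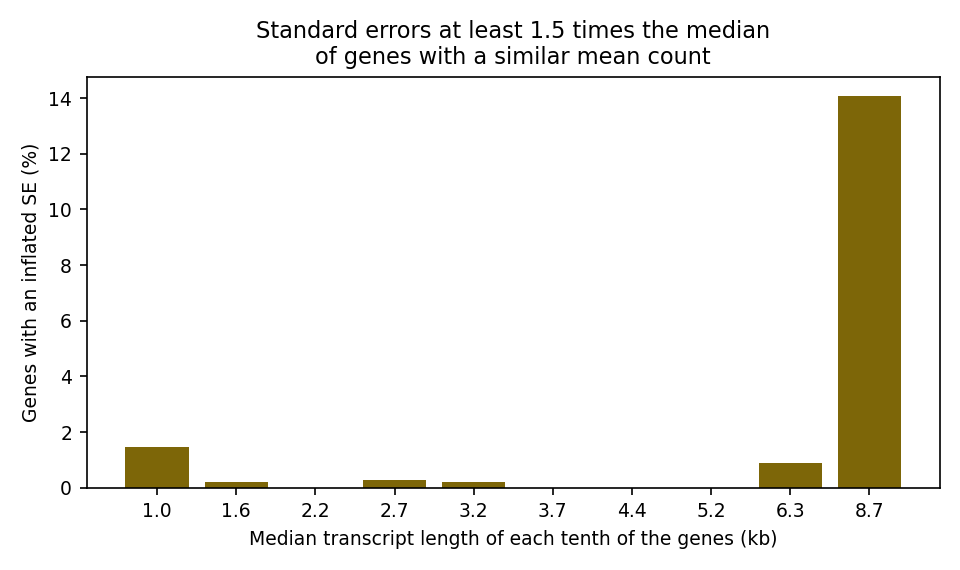
Genes with a mean of at least 100 and a known length were divided into 10 groups by transcript length, given on the horizontal axis as the median of each group in kb, and bars give the percentage whose standard error in the authors' deposited table was at least 1.5 times the median of genes with a similar mean. The longest group stands at 14.1%, and the shortest at 1.48%.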

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

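The alternatives below that subtract, centre, rescale or use a null interval were chosen after the data were seen. No paired analysis was possible because the authors' deposited table has no value for single libraries. For the same reason these alternatives, listed before the data were seen, were not run: other normalizations, refits with DESeq2 or limma-voom, filters on counts, pseudocounts, the replicate block, leaving out each replicate in turn, and the set tests camera and fry. Other splits of the 6 samples could not be counted either, so how many calls a random grouping would give is unknown.

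The count of 2741 called genes stayed within 1.5 times under 6 alternatives, from 2351 to 2794. It was 2641 with the adjustment recomputed over all genes with a p. Moving the centre of the fold changes to the median of abundant genes gave 2708 calls, 40.3% of them positive, and moving it to the reference genes gave 2794, 49.6% positive, beside 44.9% as deposited, so the share of positive calls moves with small shifts of the centre. With the trend on length, GC content and expression subtracted, 2351 genes were called, of which 2058 were also called as deposited, and 2520 had been called over the same 10109 genes before subtraction.

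The other 5 alternatives moved the count further, each by its construction stricter. It was 1818 at an adjusted p under 0.01, 753 with a Bonferroni adjustment (241 positive, 512 negative), 255 with an absolute log2 fold change of at least 1, and 197 against a null interval of 0.5 (69 positive, 128 negative). Dividing the statistic by its robust SD of 1.80 left 495 (151 positive, 344 negative). That last setting treats the whole width of the statistic as noise, and true changes widen it too, so true changes may be lost with the noise.

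Of the lists, 31 results stayed on the same side of the limits, 4 became weaker and 1 stronger, and 0 reversed. Some of the 31 could hardly have moved. The limit of 100 on the mean removed no list member, since the lowest mean of any member was 125, and changed only the genes from which random lists were drawn. For the AhR list of 2 genes the mean and the median are the same value. Unmatched random lists moved the XBP1s list to 6.74% and the cell cycle list to 87.1%. The list mean moved the XBP1s list to 5.3%, the cell cycle list to 96.8% and the heat shock list to 97.8%, where the called positive members weigh on the mean. Unmatched random lists also draw on weakly expressed genes, where the standard errors are larger. With genes limited to a mean of at least 100, the XBP1s list stood at 1.84% and the cell cycle list at 98.8%. With the trend subtracted they stood at 0.385% and 99.9%. Whether weakly expressed genes moved these lists was not tested, and neither was the cause of their changes with the list mean. The ATF6, integrated stress response, NRF2 and cholesterol lists kept their side under each alternative run, the ATF6 list narrowly with unmatched random lists, where 2.32% were lower against 0.2% with matched ones and a limit of 2.5%. Centring on the reference genes and trend subtraction were also applied to the 25 genes named for a large fold change or a small adjusted p. All 49 values kept their sign and their call, with a largest shift of 0.16, and Gm3776 had no known length for the trend. This outcome was all but fixed, because the smallest fold change among these genes was that of Col3a1 at -1.11. List members outside these 25 genes, some with weaker calls, were not put to this check one by one.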

Other observations

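Of the tests below, those of the GC content, the trend, overlapping neighbours, gene families among neighbours, genome copies and locus copy number were set down before their results, and the others were chosen only after the result was seen. Some readings also changed afterwards, and these are named where they occur.

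The inflated standard errors were the clearest technical pattern in the authors' deposited table. The limits of a mean of 100 and a ratio of 1.5 were chosen after the pattern was seen. The 184 genes had a median mean of 2516 against 1169 for the others. This decides nothing about low counts, because the genes were picked at a mean of at least 100 and against genes of a similar mean. Library differences linked to transcript length may contribute, because 14.1% of the longest of 10 length classes were affected, and the median transcript of the affected genes was 10890 bases against 3421. Examples chosen after their values were seen were Dst, Kmt2a, Syne2 and Ahnak, with SEs of 0.38, 0.44, 0.41 and 0.32 at means of 6841, 2460, 3184 and 45715. GC content may also play a part, although its direction depends on length. The median GC content of the affected genes, 48.5%, was lower than the 50.1% of the others, but it was higher than in 99.5% of 2000 random lists matched on length. A second test, added after the first was seen because length still varied within its classes, gave a partial Spearman correlation in that class of 0.160 for GC content with length held and 0.345 for length with GC content held, across 1010 genes that are not independent. Both tests go with a contribution of GC content, the weaker of the pair in the second. One library with degraded or otherwise different RNA could produce such a pattern, but this was not tested, since no value per library was analysed here. Lrp1 at -0.63 (SE 0.30, adjusted p 0.126) and Hspg2 at -0.48 (SE 0.29, adjusted p 0.267) are examples of abundant long transcripts for which a change of moderate size was not called.

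Fold changes also followed length and GC content weakly, with Spearman correlations of 0.115 and -0.186 across 10109 genes, and the median ran from -0.06 in the shortest length class to 0.06 in the longest. As the whole cause of the list shifts this trend is argued against, since all 6 lists outside the central 95% of random lists stayed outside on the same side after its subtraction.

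The signs of the NRF2 and ATF6 lists pull against each other for a compound known to activate both. That the fold changes are vehicle over AA147 cannot be told apart from the reading used here by these data: the NRF2 median of 0.47 goes against it, and the ATF6 median of -0.21 goes with it. Atf6 at 0.01, Nfe2l2, which encodes NRF2, at -0.21 and Keap1 at 0.02 in the authors' deposited table, chosen after their values were seen, do not settle it. A candidate explanation for the negative ATF6 list, under the reading used here, is a lower load of secreted protein. The 30 collagen chain genes, a set chosen after Col1a1 was seen, had a median of -0.56, with 26 negative, 12 called negative, 0 called positive and 0 of 10000 matched random lists lower, and a median of -0.51 for the 20 genes left after trend subtraction. This goes with the hypothesis and does not test it, because secretion was not measured and a common regulator of both sets would look alike. A stress response at an earlier time that had reversed by 16 h stays open and untested.

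The Prl2c and Gsta families raised the question of reads shared between paralogs. The wording of this explanation, and the division of the Gsta genes into parts, were settled after the values were seen. One fold change spread over Prl2c2 and Prl2c3 is argued against by their difference of 0.66 (SE 0.127), and one spread over Gsta1 and Gsta4 by a difference of 2.85 (SE 0.155). These SEs take the genes as independent, and partial sharing stays open. For Gsta1 and Gm3776 the difference was 0.032 (SE 0.225), while Gsta2 lay above Gsta1 by 1.26 (SE 0.462), and a chi-square test of 1 common fold change for these 3 genes gave p 0.0223. The latter values go against a common fold change, but Gsta2 rests on few counts in the lower group and its difference is under 3 SEs, so for this group shared reads cannot be told apart from separate changes. A copy number difference of a whole locus between cultures was considered as well. The median log2 fold change of the 2 nearest expressed genes on each side was 0.57 for Prl2c and 0.17 for Gsta, far under the families themselves. The Prl2c neighbours were Gm7040 at 5.17, Gpr137b at 0.72 (SE 0.064), Ero1lb at 0.42 (SE 0.170) and Lgals8 at 0.24 (SE 0.085). Of these, Ero1lb was not called (adjusted p 0.061). Past Gpr137b lay Nid1 at 1.37 (SE 0.070). This test was first dropped once those neighbours had been looked at and then restored. No expressed gene outside the families lies inside either stretch, so a change of copy number limited to the family cannot be told apart from a change in transcription, which the treatment leaves open as an untested biological explanation.

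Neighbouring genes were called with the same sign more often than in shuffled gene order. With an absolute log2 fold change of at least 0.5, 52 neighbour pairs had the same sign against a mean of 17.3 in 10000 shuffles (permutation p 0.0001, one-sided, the smallest they can give). Overlapping genes counted without strand are argued against as the whole cause, because 45 pairs remained among those that do not overlap, against 15.7 shuffled. An overlapping example is Ikbkg at 1.13 beside G6pdx at 0.61, chosen after its values were seen. A further step left out pairs whose symbols share opening letters, and every pair with a symbol that begins with Gm or LOC. Of the pairs that do not overlap, 19 then remained against 14.5 shuffled (permutation p 0.136). That outcome is the one set down for reads shared within gene families. After it was seen it was read as undecided, since family members that are regulated together would be removed by the same step, and the explanations cannot be told apart. Pairs of a Gm or LOC gene with an unrelated neighbour were lost in that step too.

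Low means of some housekeeping genes were a further oddity. Gapdh had a mean of 2285 in the authors' deposited table against 108004 for Actb, and the means of 76 ribosomal protein genes ranged from 97.7 to 113432. Uncounted reads shared with processed pseudogenes were tried first as an explanation. The Spearman correlation of the mean with the number of near-identical genome copies was -0.045 (permutation p 0.704, two-sided, across genes that are not independent). That count found no copy for 50 of the genes, so a BLAST search was tried next with coverage limits of 50%, 70% and 80%, and gave -0.021, 0.045 and -0.066. None showed a relation, including the count at 50% coverage, where only 6 of the 76 genes had no copy. These values give no sign of a part for pseudogenes among the ribosomal genes. They do not exclude one, because the level each gene would have without lost reads is unknown. Gapdh, with 41 copies and the lower mean against 0 copies for Actb, is a single pair that goes with a part for pseudogenes. Low recovery of short transcripts was the second explanation tried for the same pattern, picked from the sorted values: the mean per coding base correlated with coding length at 0.288 (permutation p 0.0112, two-sided, and 0.281 without the 2 most extreme lengths). With 2 explanations tried on the same genes this is weak evidence, and the medians of the shortest, middle and longest of 3 classes, 4.37, 3.57 and 12.0 counts per base, do not rise steadily. It may bear on the ribosomal genes and leaves Gapdh, with 999 coding bases, aside. Ribosomal protein genes also had inflated standard errors in 11 of 74 cases. The difference in median copies between these and the others was 0, with a median of 0 in both groups, so that test of pseudogenes decides nothing.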
